A study of Mus musculus with 8 samples. Its data were reported in "Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation" (2026).

How the data were processed

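The data came from droplet single-cell RNA sequencing (10x Genomics 3′ v3.1 chemistry) of lineage-negative immune cells sorted as CD45int-hi CD11b+ from mouse brain without the choroid plexuses. According to the study's methods the gate also left out cells positive for Gr-1 or CD11c, markers of neutrophils, classical monocytes and dendritic cells. The mice carried Mrc1-CreERT2 and a tdTomato reporter, so that tamoxifen marks Mrc1-expressing macrophages and their progeny. Tamoxifen was given 4 weeks before 7 days of vehicle (CTL) or of BLZ945, an inhibitor of the CSF-1 receptor that depletes macrophages, and cells were taken 8 weeks after treatment. Each of 4 libraries held 2 mice of one sex and treatment, told apart by multiplexing oligos. The mouse was the replicate, with 4 per group, but mice of one library are not fully independent, and each library held 1 treatment. The labels put the CTL female library in batch 1 and the other 3 libraries in batch 2.

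The deposited values were UMI counts per gene and barcode, 1 matrix per mouse, which the authors made with Cell Ranger 7.1.0 after bcl2fastq 2.20, according to the submitters' processing notes, against GRCm39 with the reporter, Cre and WPRE sequences added. WPRE is a viral element placed behind tdTomato in the reporter. The matrices held 56888 gene features and 12 oligo features. Cell annotations of the study were not used here. The gene annotation at hand was of another genome build, so no coordinates are given, and it served only for the distance between genes in 1 test.

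Barcodes were kept with 200 to 3000 detected genes and at most 5% mitochondrial UMIs, the limits the study used. Doublets were scored per library with Scrublet, in place of the study's tool, as implemented in scanpy 1.11.5, at 1 threshold of 0.262 for all libraries. Cells were clustered on 2000 variable genes, 30 principal components and 20 neighbours with the Leiden method at resolution 1 (igraph 0.11.9, anndata 0.12.19, scikit-learn 1.9.0, Python 3.11.15). Clusters were named "X-like" from marker lists of 19 cell types. A cluster with under 3 markers, or with markers of more than 1 class, stayed unnamed, and a cluster whose cells had a median UMI count under 0.5 of that of their own mice was called low-UMI. These naming thresholds were not among the choices fixed beforehand, and the low-UMI ratio was set after the clusters had been seen. CAM means CNS-associated macrophage, and sdCAM is the study's name for such cells of the leptomeninges and perivascular spaces, without those of the dura mater.

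Counts were summed per mouse and cell class. Groups were compared with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, filterByExpr, Benjamini-Hochberg adjustment at 0.05) in R 4.3.3, and adjusted p-values in the text are from this test unless another is named. Log2 fold changes are BLZ945 over CTL with standard errors (SE), and levels are CPM, the UMIs of a gene scaled to a common total for the class, with SD over mice. The difference between the responses of both classes was an interaction term with the mouse as a block. CAM-like cells with at least 1 UMI of tdTomato or WPRE were set against those with none within each group, with the mouse as a block and the reporter features left out. Shares were compared with two-sided exact permutation tests over mice. Their smallest p is 0.0286 for 4 mice against 4, 0.133 within batch 2 (2 against 4) and 0.125 for paired differences of 4 mice. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs, leaving out cells with fewer. CAM-like cells with at least 5 UMIs of H2-Aa, H2-Ab1, H2-Eb1 and Cd74 together were called MHC class II-high. CAM-like cells were also sub-clustered with Seurat 5.3.0 (CCA integration over mice, resolution 0.25, seed 42, on a single thread) without MHC class II, reporter, sex-linked, mitochondrial and ribosomal genes.

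A set of 16 gene lists was tested with camera in limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation and fry beside it: MHC class II, resident CAM, monocyte-associated, common sdCAM, homeostatic microglia, activated microglia, type I interferon response, chemokines and Tnf, immediate early and heat shock, proliferation, innate sensing, complement, lipid handling, integrins and adhesion, CSF-1 receptor axis, and iron and heme. The MHC class II, resident CAM, monocyte-associated and common sdCAM lists include genes that the study named in part from these samples. The comparisons, tests, gene lists, markers, cell filters and the rule for naming genes were fixed before the data were examined. The rule took, per comparison, the 10 largest rises and 10 largest falls among genes at an adjusted p under 0.05, with a mean of at least 20 CPM and no overlap between the groups' mice (in paired fits, 1 direction in every mouse). Gene models with Gm or Rik names and mitochondrial, ribosomal protein, haemoglobin, immunoglobulin and sex-linked genes were counted but not named by it. Genes the study named for this experiment, Csf1r and the leading members of each list were added whatever their result. A few genes that this rule names are left out of the text and figures.

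Alternatives were the sex of the library or the mouse label as a block, the library as the unit, batch as a covariate, batch 2 alone, DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, doublets kept, up to 6000 genes per cell, thinned cells, other UMI thresholds, other clusterings, equal cell numbers, cells without markers of the other class, and each mouse left out. Other alternatives were chosen after seeing the data: cells with their own oligo, low-UMI clusters included, the MHC class II-high cluster left out or taken alone, 20 other seeds of the sub-clustering, tdTomato alone, the reporter read in thinned cells, and batch 2 alone for further results. The reporter by treatment interaction and the sex by treatment interaction in microglia-like cells were also added then. On simulated counts the fit recovered 32.8%, 79.7% and 98.4% of 1.5-fold, 2-fold and 4-fold changes in CAM-like cells, with 7.53% false calls, and 38.8%, 80.6% and 100% in microglia-like cells, with 4.67% false calls. False calls were 1.92% for the class by treatment term, 6.25% for reporter-positive cells between groups, and 9.09% and 13.9% for the reporter contrasts in BLZ945 and CTL mice. The simulated sums were drawn independently, with no effect shared by mice of a library or by cell sets of a mouse. These rates thus do not cover the dependence between library mates in the real data. Unnamed clusters entered no comparison of expression, and low-UMI clusters only the alternative that included them. The oligo counts served only to check the assignment of cells to mice.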

Results

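Single-cell transcriptomes of sorted brain myeloid cells were collected from 4 CTL and 4 BLZ945-treated mice, 2 females and 2 males in each group, 8 weeks after treatment. The matrices held 26436 barcodes, 14276 from CTL and 12160 from BLZ945 mice, with 4274181 to 13522183 gene UMIs per mouse. The limits on genes and mitochondrial UMIs left 26074 barcodes. After removal of 599 doublets, 25475 cells remained in 20 clusters. The median mitochondrial share of UMIs was 0.563% ± 0.0186 (SD, n = 4) in CTL and 0.393% ± 0.00772 in BLZ945 mice (exact permutation test, p = 0.0286, the smallest this design allows). In 421 cells (1.65%) the highest multiplexing oligo was not that of the mouse to which the cell was assigned.

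The first question was which myeloid cells occupied the brain after repopulation. CNS-associated macrophages (CAMs), which line the meninges and vessels, were recognised by genes such as Mrc1, Pf4 and Cd163, and 9251 CAM-like cells lay in 6 clusters, 5698 from CTL and 3553 from BLZ945 mice. Microglia, the macrophages of the parenchyma, were recognised by genes such as P2ry12, Tmem119 and Sall1, and 12048 microglia-like cells lay in 5 clusters, 6087 from CTL and 5961 from BLZ945 mice. Most CAM-like cells of CTL mice were in a cluster led by Ptgds and Folr2 (1623 cells) and one led by Ptprk and Colec12 (1524 cells). In BLZ945 mice they were mostly in a cluster led by H2-Eb1 and H2-Aa (1310 cells) and again that led by Ptgds (1063 cells). The H2-Eb1 cluster rested on 4 of 12 CAM markers, and a further CAM-like cluster was led by the interferon-induced genes Ifit3 and Iigp1 (666 CTL and 194 BLZ945 cells).

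CAM-like cells made up 42.4% ± 10.3 (SD, n = 4) of retained cells in CTL and 32.9% ± 14.3 in BLZ945 mice (exact permutation test, p = 0.314, adjusted p = 0.377). Microglia-like cells made up 44.3% ± 9.72 and 46.7% ± 19.6 (exact permutation test, n = 4, p = 0.886, adjusted p = 0.886). Classical monocyte-like cells, with Ly6c2 and Plac8, were 1.07% ± 0.562 and 2.36% ± 1.34 of cells, and non-classical monocyte-like cells, with Ace and Treml4, were 2.02% ± 0.649 and 5.38% ± 2.73 (exact permutation tests, n = 4, p = 0.0571 and adjusted p = 0.171 for each). No class differed at an adjusted p under 0.05, a limit that a lone class could not reach here. The smallest p of the exact permutation test, 0.0286, stays above it once adjusted over the classes. The sort gate, which left out Gr-1+ and CD11c+ cells, sets part of each share. Unnamed clusters held 3.43% ± 0.476 and 4.56% ± 1.60 of cells, and low-UMI clusters, which the naming threshold kept out, 6.76% ± 1.24 and 8.15% ± 1.90. The largest unnamed cluster, led by Slamf7, Clec4b1 and Ccr2, held 2.47% ± 0.402 and 3.77% ± 1.47 (exact permutation test, n = 4, p = 0.2).

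**Figure D1:**
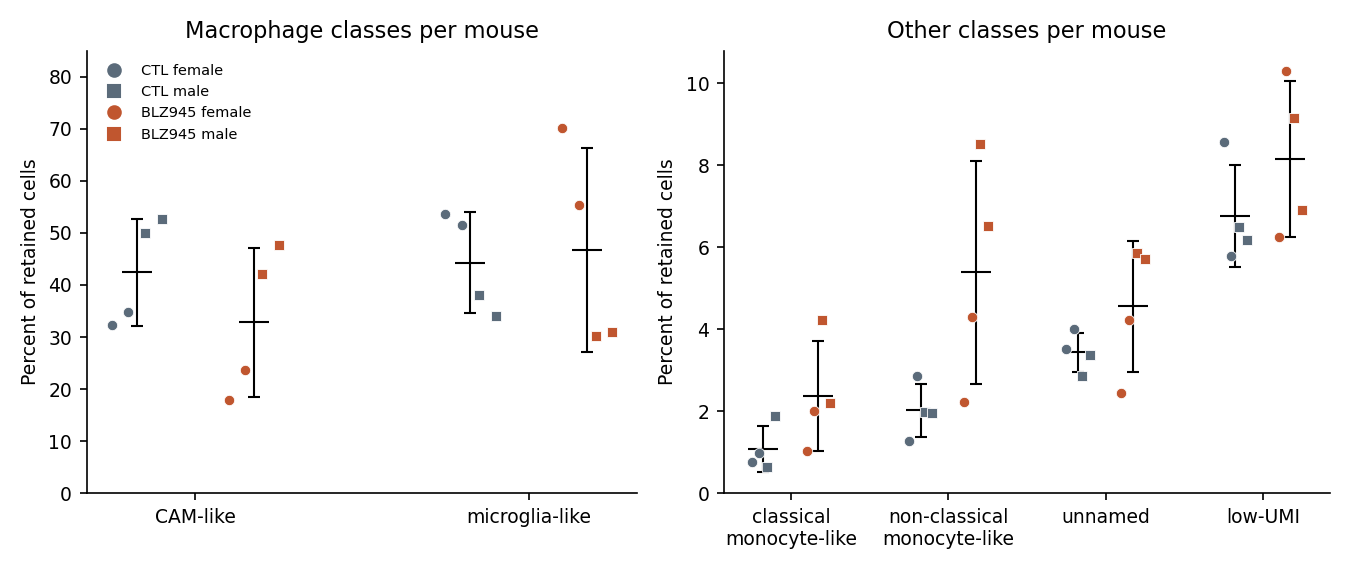
Percent of retained cells in each class, one point per mouse (circles female, squares male) with mean and SD of 4 mice per group. CAM-like cells averaged 42.4% in CTL and 32.9% in BLZ945 mice, with overlapping values.

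In CAM-like cells, 7 of 8 measured MHC class II genes and 6 of 17 monocyte-associated genes were higher after repopulation, and Cd209a, Cd209f, Ednrb and Egfl7 were among the genes that were lower. The MHC class II chain H2-Aa rose from 2172 ± 212 to 3626 ± 752 CPM (log2 0.84 ± 0.13 SE, n = 4, adjusted p = 0.00810), and its chaperone Cd74 rose from 7735 to 12424 CPM (log2 0.78 ± 0.16, adjusted p = 0.0250). Ccr2, the chemokine receptor of inflammatory monocytes, rose from 48.2 to 93.4 CPM (log2 1.06 ± 0.21, adjusted p = 0.0212), and Fxyd5, a regulator of the sodium pump, rose by log2 0.71 ± 0.13 (adjusted p = 0.0194). In fits chosen after seeing the data, Ccr2 did not rise without the MHC class II-high cluster (log2 -0.26 ± 0.30), and in that cluster alone Cd74 did not rise (-0.00214 ± 0.10). The C-type lectin Cd209a (ENSMUSG00000031494.8) fell from 142 ± 3.89 to 14.9 ± 5.76 CPM, in every BLZ945 mouse below every CTL mouse (log2 -3.15 ± 0.19, adjusted p = 8.99e-06). Its relative Cd209f fell as well (log2 -0.92 ± 0.14), as did the endothelin receptor Ednrb from 138 to 66.8 CPM (log2 -0.95 ± 0.10). The secreted vascular factor Egfl7 fell from 192 to 89.4 CPM (log2 -1.01 ± 0.12), but not in the MHC class II-high cluster alone (0.0465 ± 0.32). Cd209a, Cd209f, Ednrb and Egfl7 were all among the leading genes of a single CAM-like cluster. That cluster held 668 of 5698 CTL and 221 of 3553 BLZ945 CAM-like cells. Relative to its CTL level, Cd209a fell further than the share of that cluster did. Whether the falls of Cd209f, Ednrb and Egfl7 went beyond that lower share was not tested.

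The other largest rises were Nmt1 (log2 1.29 ± 0.15), an enzyme that attaches myristate to proteins, the antiproliferative gene Btg1 (1.23 ± 0.12), Samsn1 (1.13), Exoc3l2 (1.13), the survival gene Bcl2a1b (1.07), whose reads its near-identical copies can share, the lymphoid adhesion receptor Ly9 (1.06), Creb5 (1.06), Gdpd3 (1.04) and Serf1 (1.03). The other largest falls were Gimap6 (-1.28 ± 0.15), Prr5 (-1.09), the cold-induced gene Cirbp (-1.04), Pced1b (-1.03), Auts2 (-1.003), the kinase gene Pim1 (-0.97) and Fance (-0.94). Among genes the study named, Folr2 (0.51 ± 0.12, adjusted p = 0.0431) and Clec12a (0.58 ± 0.12, adjusted p = 0.0329) also rose. Lyve1 (0.43, adjusted p = 0.141), Cd163 (0.21), C4b (0.14), Mrc1 (-0.17), Pf4 (-0.27, adjusted p = 0.141), Lyz2 (0.15), Ms4a7 (0.11), Apoe (0.01) and Csf1r, the target of BLZ945 (0.05 ± 0.07), were not called.

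In all, 151 genes were higher and 101 lower of 10549 tested by edgeR (252 calls, with 1959 genes at an unadjusted p under 0.05), and the DESeq2 Wald test called 372, of which 231 were shared. Within batch 2, without the CTL female library, 144 genes were called, 107 of them among the 252. All 251 that could be measured kept their direction. As 242 of the 252 had no overlap between the groups' mice, this was largely given in advance and is no check on the batch. Without the MHC class II-high cluster 110 genes were called, and in that cluster alone 31, in fits chosen after seeing the data. With the sex of the library as a replicate block 589 genes were called, and 957 without the low-count filter. The count was 115, 139 and 530 without CTL mouse F1, F2 or M2, and 130, 105, 119 and 125 without BLZ945 mouse F1, F2, M1 or M2. With the library as the unit (2 against 2) 1 gene was called, with 1368 at an unadjusted p under 0.05. Of 16 mitochondrial genome genes 3 were lower and none higher, and of the 12 microglia markers none was called in CAM-like cells.

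**Figure D2:**
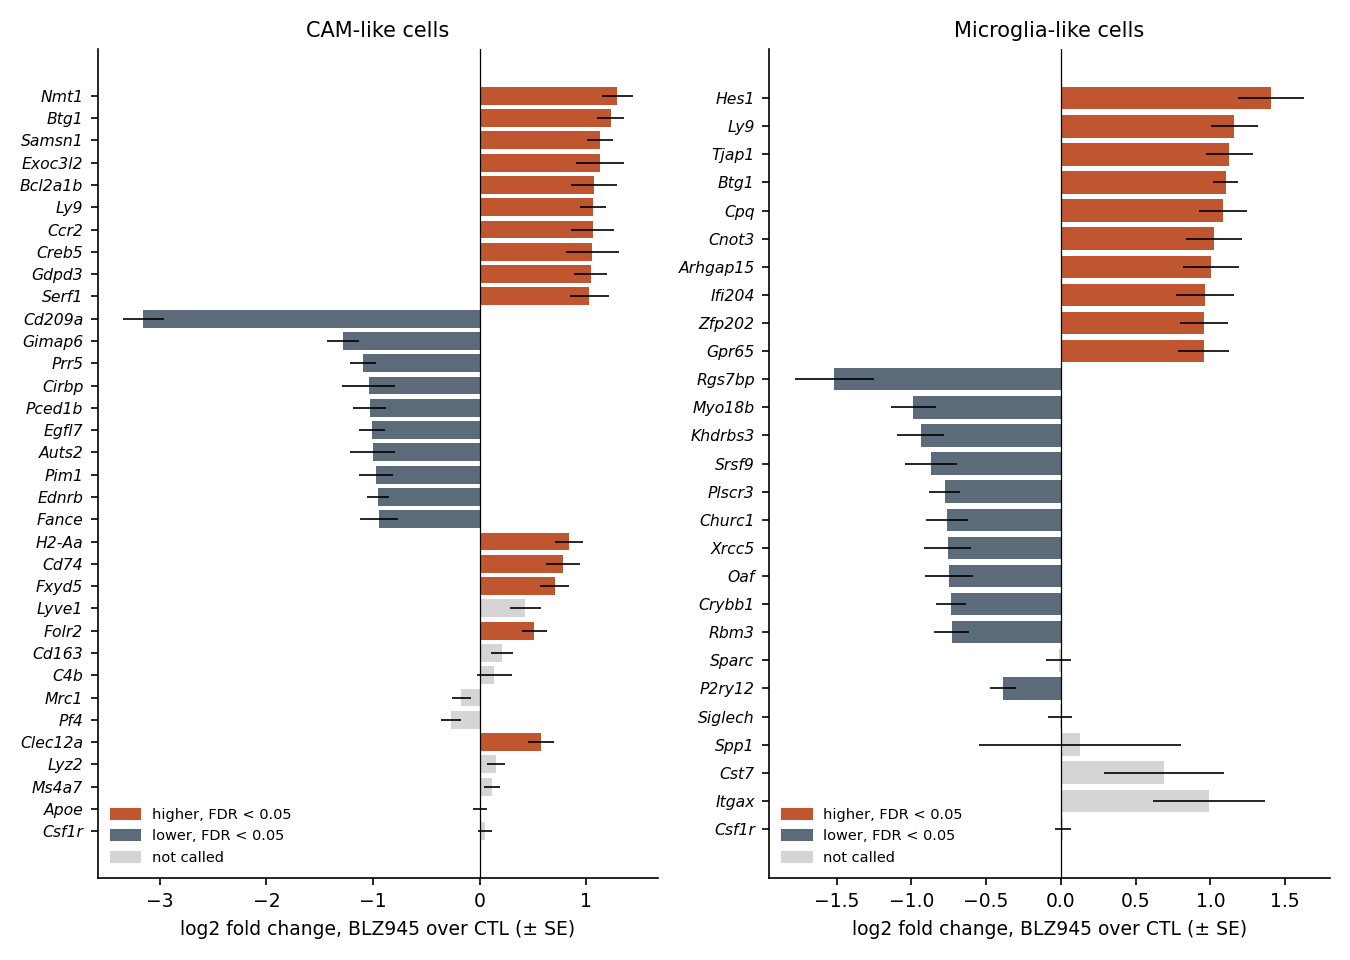
Log2 fold change (BLZ945 over CTL, bars with SE, 4 mice per group) of genes named by the fixed rule and of genes the study named, in CAM-like and microglia-like cells. Of the genes shown in CAM-like cells Cd209a had the largest fall (-3.15) and Nmt1 the largest rise (1.29).

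By gene list, 7 of 8 measured MHC class II genes rose in CAM-like cells (camera, adjusted p = 5.75e-08, but 0.134 with an estimated correlation), among them Ciita, the master regulator of these genes (log2 1.02 ± 0.19), and H2-DMa (0.56). All 7 were also past the threshold adjusted over the list alone. Of 17 monocyte-associated genes 6 rose, and 9 adjusted over the list alone (camera, adjusted p = 8.55e-08, but 0.0935 with an estimated correlation), with the surface glycoprotein Cd52 (0.75 ± 0.12) and Coro1a (0.59) beside Ccr2 and Fxyd5. The integrin list was also called (adjusted p = 0.000782, but 0.109 with an estimated correlation) though only Itgb2 rose of 14 (0.54 ± 0.09), and 5 adjusted over the list alone. None of these 3 lists was thus called with an estimated correlation. By fry, which does not compare a list with other genes, all 3 moved upward (adjusted p = 0.00549 for each). The common sdCAM list, which camera did not call, had the same direction and adjusted p by fry. Of the 35 splits of the 8 mice 3 gave as small a p for the integrin list, and 17 gave 3 or more called lists.

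The resident CAM list was not called (camera, adjusted p = 0.353): of 24 genes Folr2 rose, Ednrb, Cd209f and Gas6 fell and 20 were not called, and adjusted over the list alone 4 were higher and 4 lower. Of 4 common sdCAM genes only Clec12a rose, also adjusted over the list alone (list adjusted p = 0.127), though it did not rise in the MHC class II-high cluster alone (-0.0672 ± 0.13). The study named some MHC class II, monocyte-associated, resident CAM and common sdCAM genes in part from these samples, so the list tests and the counts adjusted over the list alone are not independent evidence of direction. The remaining lists were not called in CAM-like cells: chemokines and Tnf (adjusted p = 0.0514, Cxcl16 higher by 0.60), type I interferon response (0.0705, 0 of 20 genes called), innate sensing (0.128, Tlr3 higher by 0.68), complement (0.157, Cd93 higher by 0.67), lipid handling (0.883, the scavenger receptor Cd36 lower, -0.63), CSF-1 receptor axis (0.883), proliferation (0.883), and homeostatic microglia, activated microglia, immediate early and heat shock, and iron and heme (0.933 for each). Adjusted over the list alone, 1 gene was higher in each of chemokines, innate sensing, homeostatic microglia and activated microglia, 2 in complement, and 1 was lower in each of complement, lipid handling and homeostatic microglia.

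The share of CAM-like cells with high MHC class II expression was compared at one depth. It was 29.3% ± 1.93 (SD, n = 4) in CTL and 43.8% ± 5.39 in BLZ945 mice, higher in each of the 4 BLZ945 mice than in any CTL mouse (exact permutation test, p = 0.0286, the smallest possible). Without thinning it was 35.2% ± 2.95 and 49.2% ± 4.82, and in microglia-like cells, as background, 0.679% and 0.904%. Median depths were 2106.5 and 1905 UMIs in CAM-like and 2695 and 2348 in microglia-like cells, and thinning left out 479 and 314 CAM-like and 217 and 180 microglia-like cells. Within batch 2 the values were 27.8% ± 0.631 (n = 2) and 43.8% ± 5.39 (n = 4), again without overlap (exact permutation test, p = 0.133, the smallest possible there). The class is a range on a score, and 297 of 8458 cells (3.51%) had 4 to 6 of these UMIs.

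Clustering of CAM-like cells without MHC class II genes gave 8 sub-clusters. Sub-cluster 3, led by Ccr2 and the MHC class II genes and with low Lyve1 and Folr2, was 20.5% ± 5.68 (SD, n = 4) of CAM-like cells in CTL and 29.6% ± 4.13 in BLZ945 mice (exact permutation test, p = 0.0857, adjusted p = 0.343). CTL mouse M2, with 28.8%, lay within the BLZ945 range. This partition was not stable: with 20 other clustering seeds, tried after the result was seen, the difference was 9.01 to 10.3 percentage points, with p = 0.0286 for 16 seeds and p = 0.0857 for 4 (exact permutation tests, n = 4). With no integration the difference was 16.002 points (exact permutation test, n = 4, p = 0.0286, adjusted p = 0.0714). At resolution 0.5 a sub-cluster led by H2-Eb1 and Cd74 differed by 5.12 points, and one with Ccr2 among its leading genes by 4.14 points (exact permutation tests, n = 4, p = 0.171 and 0.0286, adjusted p = 0.5 and 0.286). Sub-cluster 2, with Mctp1 and Ptprk among its leading genes and with high Mrc1, was 27.8% ± 1.36 and 21.2% ± 1.16 (exact permutation test, n = 4, p = 0.0286, adjusted p = 0.229). Neither passed the adjustment over 8 sub-clusters. A lone sub-cluster could not pass it, even at 0.0286, the smallest p this exact permutation test allows, so this outcome tells little. As Ccr2 also differed between the groups, the clustering was repeated without the 252 called genes, which gave 20.5% ± 7.5 and 28.3% ± 4.97 for the Ccr2 sub-cluster (exact permutation test, n = 4, p = 0.143).

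In microglia-like cells, single genes typical of the resting state moved in both directions after repopulation, and single interferon response genes were higher. Of the activated microglia genes Axl was higher and Cd9 lower. The purinergic receptor P2ry12 fell from 2354 ± 281 to 1736 ± 123 CPM (log2 -0.39 ± 0.09, n = 4, adjusted p = 0.0390), the Fc receptor-like gene Fcrls fell by 0.66 ± 0.11 on the log2 scale, and Crybb1, a crystallin typical of microglia, fell from 479 to 277 CPM (log2 -0.73 ± 0.10, adjusted p = 0.0110). The fractalkine receptor Cx3cr1 rose slightly (0.22 ± 0.05, adjusted p = 0.0453). The transcription factor Hes1, a Notch target, rose from 16.2 to 39.0 CPM (log2 1.40 ± 0.22, adjusted p = 0.0117), Btg1 from 178 to 366 CPM (1.1 ± 0.09, adjusted p = 0.000248), and Ly9 by 1.16 ± 0.16. The receptor tyrosine kinase gene Axl (1.18 ± 0.28, adjusted p = 0.0480) and the interferon-induced Oas1a (1.82 ± 0.27, adjusted p = 0.0110) rose from low levels.

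The other largest rises were Tjap1 (1.13), Cpq (1.08), Cnot3 (1.02), Arhgap15 (1.00), the interferon-induced Ifi204 (0.96), Zfp202 (0.95) and the proton-sensing receptor gene Gpr65 (0.95). The other largest falls were Rgs7bp (-1.51 ± 0.26), Myo18b (-0.99), Khdrbs3 (-0.94), Srsf9 (-0.87), Plscr3 (-0.78), Churc1 (-0.76), Xrcc5 (-0.76), Oaf (-0.75) and the cold-induced Rbm3 (-0.73). Of the genes the study named, Sparc (-0.02), Siglech (-0.01), Spp1 (0.13 ± 0.68), Cst7 (0.69 ± 0.40) and Itgax (0.99 ± 0.38, adjusted p = 0.182) were not called, nor was Csf1r (0.01 ± 0.06).

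In all, 184 genes were higher and 117 lower of 11599 tested by edgeR (301 calls, with 2152 at an unadjusted p under 0.05). The DESeq2 Wald test called 414, of which 267 were shared. Within batch 2, 94 were called, 63 of them among the 301, and all 300 that could be measured kept their direction. As 283 of the 301 had no overlap between the groups' mice, the kept direction was again largely given in advance. The count was 83, 100 and 671 without CTL mouse F1, F2 or M2, and 133, 26, 140 and 141 without BLZ945 mouse F1, F2, M1 or M2. With the sex of the library as a replicate block 825 genes were called, 1134 without the low-count filter, 161 in thinned cells and 119 with batch as a covariate. With the library as the unit edgeR called 0 genes, with 1337 at an unadjusted p under 0.05. With cells drawn down to equal numbers for both classes 186 genes were called in microglia-like and 243 in CAM-like cells.

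By gene list, camera called the type I interferon response upward in microglia-like cells (adjusted p = 2.12e-05), but not with an estimated correlation (adjusted p = 0.572), nor did fry (adjusted p = 0.221), and 9 of 35 splits of the mice gave as small a p. In this list Oas1a and Ifi204 rose, 18 of 20 genes were not called, all 20 had values above 0, and 5 were higher adjusted over the list alone. Of 14 activated microglia genes Axl rose and the tetraspanin Cd9 fell (-0.36 ± 0.07), with 6 higher and 1 lower adjusted over the list alone (camera, adjusted p = 0.0149, but 0.572 with an estimated correlation and 0.239 by fry). Monocyte-associated genes (adjusted p = 0.00989) and lipid handling genes (adjusted p = 0.0286) were called upward by camera, but not with an estimated correlation (adjusted p = 0.572 for each) or by fry (0.221 for each), and with 0 of 17 and 0 of 14 single genes called by edgeR. Adjusted over the list alone, 2 monocyte-associated genes were higher, and 5 lipid handling genes higher and 1 lower. As small a camera p came up for activated microglia, monocyte-associated and lipid handling genes in 9, 5 and 8 of 35 splits of the mice.

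Homeostatic microglia genes were not called as a list (adjusted p = 0.105; 1 higher, 2 lower of 12, and 1 and 4 adjusted over the list alone). The same held for common sdCAM (0.0980, Lyz2 higher by 0.61), chemokines and Tnf (0.246, Cxcl16 higher by 0.59), innate sensing (0.246, Tlr3 higher by 0.53 and Cd14 lower, -0.52), MHC class II (0.323, 0 of 9 called), CSF-1 receptor axis (0.414), iron and heme (0.460, ferritin Fth1 higher by 0.31), integrins and adhesion (0.463, Vcam1 higher by 1.30 and Pecam1 lower, -1.30), resident CAM (0.521, Gas6 lower, -0.64), complement (0.621), proliferation (0.923) and immediate early and heat shock (0.923). Adjusted over the list alone, 1 gene was higher in chemokines, CSF-1 receptor axis, and iron and heme, 2 in common sdCAM, 2 higher and 1 lower in innate sensing, 3 higher and 2 lower in integrins, and 1 lower in resident CAM. Of 14 mitochondrial genome genes 3 were lower. Of the markers of other cell types the endothelial gene Pecam1 and the B cell gene Cd79b were lower.

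Both classes came from the same mice, and the difference between their responses was tested directly. The term differed for 94 genes of 12226, higher in CAM-like cells for 57 and lower for 37 (1293 at an unadjusted p under 0.05). Creb5, a transcription factor, rose in CAM-like cells alone (difference 1.46 ± 0.25, adjusted p = 0.00286). The term was also above 0 for Pilra (1.19), Arhgap24 (1.15), Serpinf1 (1.08), Slamf9 (0.94), Edem1 (0.90) and Pvt1 (0.88). For Serpinf1 and Edem1 it came in part from lower values in microglia-like cells. Without the low-count filter these were log2 -0.64 and -0.45, against 0.38 and 0.44 in CAM-like cells. For Sema6d (1.65), Rgs7bp (1.19) and Abcg3 (1.097) it came from falls in microglia-like cells. Without the low-count filter these were log2 -1.74, -1.53 and -1.55 there, against -0.12, -0.30 and -0.35 in CAM-like cells. Responses were lower in CAM-like than in microglia-like cells for Cd36 (-1.72 ± 0.40), the beta-glucan receptor gene Clec7a (-1.48 ± 0.31), Iigp1 (-1.45), Nova1 (-1.16), Pim1 (-1.12), Vcam1 (-1.08), Pxdc1 (-1.05), Ifi204 (-1.03), Myo5a (-1.02) and Trps1 (-1.01). The level limit for naming was on the mean of both classes, and some of these genes were near the floor in microglia-like cells. There Cd36 was at 1.62 CPM in CTL and 3.82 in BLZ945 mice, Iigp1 at 2.53 and 7.52, and Vcam1 at 5.23 and 13.2. In CAM-like cells of CTL mice these genes were at 165, 133 and 233 CPM. Sema6d and Abcg3 were at 3.10 and 4.71 CPM in microglia-like cells of BLZ945 mice. Arhgap24 was low in CAM-like cells, at 5.22 CPM in CTL and 11.2 in BLZ945 mice. Without CTL mouse M1 or BLZ945 mouse F2 or M2 the count was 46, 49 and 56. It was 41 in thinned cells, 52 with equal numbers of cells and 186 without the low-count filter.

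Among 9998 genes tested in both classes, 221 and 260 were called, 75 in both, and 74 of these in the same direction. Independent lists would share 2.17 higher and 0.857 lower genes, where 53 and 21 were found. Btg1, Nmt1, Ly9, Hes1, Gpr65 and the chemokine gene Cxcl16 rose in both, and Gimap6, Gas6 and Rbm3 fell in both. Across all genes, which are not independent replicates, log2 changes in both classes had r = 0.575 and Spearman's rho 0.457. Splits that put 2 mice of each group on each side also gave positive values: on log CPM, r was 0.557 for the treatment and 0.0354 to 0.638 (median 0.334) for 18 such splits.

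**Figure D3:**
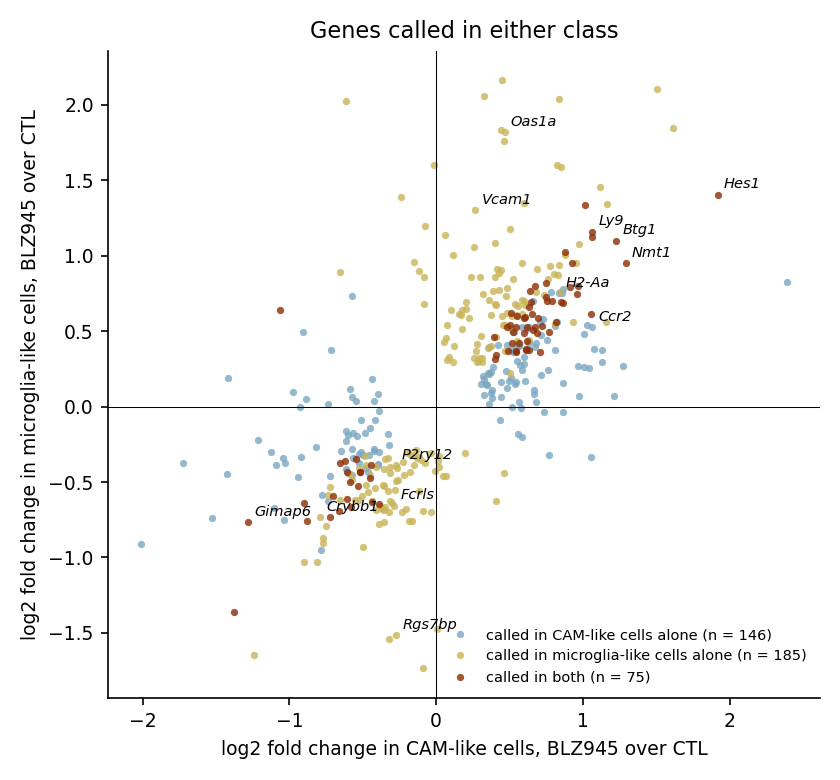
Log2 fold change (BLZ945 over CTL) in microglia-like against CAM-like cells, 1 point per gene called in either class. Of 75 genes called in both, 74 changed in the same direction.

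The tdTomato mark was read to ask whether CAM-like cells after repopulation descended from marked cells. At 1000 UMIs per cell, 14.01% ± 9.03 (SD, n = 4) of CAM-like cells in CTL and 15.5% ± 2.26 in BLZ945 mice held a UMI of tdTomato or WPRE (exact permutation test, p = 0.8). The background in microglia-like cells was 0.643% ± 0.516 and 1.15% ± 0.554, and monocyte-like cells held 0.397% to 1.78%. Within batch 2 the CAM-like shares were 21.4% ± 5.03 (n = 2) and 15.5% ± 2.26 (n = 4; exact permutation test, p = 0.267, where 0.133 is the smallest possible), as the CTL female library gave few WPRE UMIs (23.9 and 25.3 CPM against 174 and 234 in CTL males). With tdTomato alone the shares were 4.14% ± 0.648 and 3.18% ± 0.562 (exact permutation test, n = 4, p = 0.0857), and without thinning they were 26.4% ± 13.1 and 27.2% ± 4.08. The tdTomato transcript was at 45.2 ± 7.21 and 34.6 ± 7.59 CPM (exact permutation test, n = 4, p = 0.0857), and Cre at 9.04 ± 2.67 and 8.89 ± 1.40 CPM, with 0 UMIs of Cre in microglia-like cells. Cells without a reporter UMI include marked cells whose transcript was missed.

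MHC class II-high CAM-like cells carried the mark less often than the other CAM-like cells of the same mouse. The shares were 11.8% ± 4.98 and 16.8% ± 7.03 (SD, n = 8), a difference of -4.99 ± 3.93 percentage points, lower in 7 of 8 mice (exact sign-flip permutation test, p = 0.0156). In BLZ945 mice the difference was -7.95 ± 2.60 (4 of 4 mice, exact permutation test, p = 0.13, the smallest possible), and in CTL mice -2.03 ± 2.42 (3 of 4 mice, p = 0.25). The groups' differences did not differ at 0.05 (exact permutation test, n = 4, p = 0.0571). Among cells without a reporter UMI, 29.8% ± 1.37 were MHC class II-high in CTL and 46.1% ± 5.48 in BLZ945 mice (exact permutation test, n = 4, p = 0.0286; in batch 2 28.8% and 46.1%, p = 0.133, the smallest possible there). Among cells with one, 27.1% ± 3.87 and 31.4% ± 4.74 were (exact permutation test, n = 4, p = 0.2; in batch 2 24.4% and 31.4%, p = 0.133, again the smallest possible). With tdTomato alone the within-mouse difference was -1.12 ± 1.28 (6 of 8 mice, exact permutation test, p = 0.0547).

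**Figure D4:**
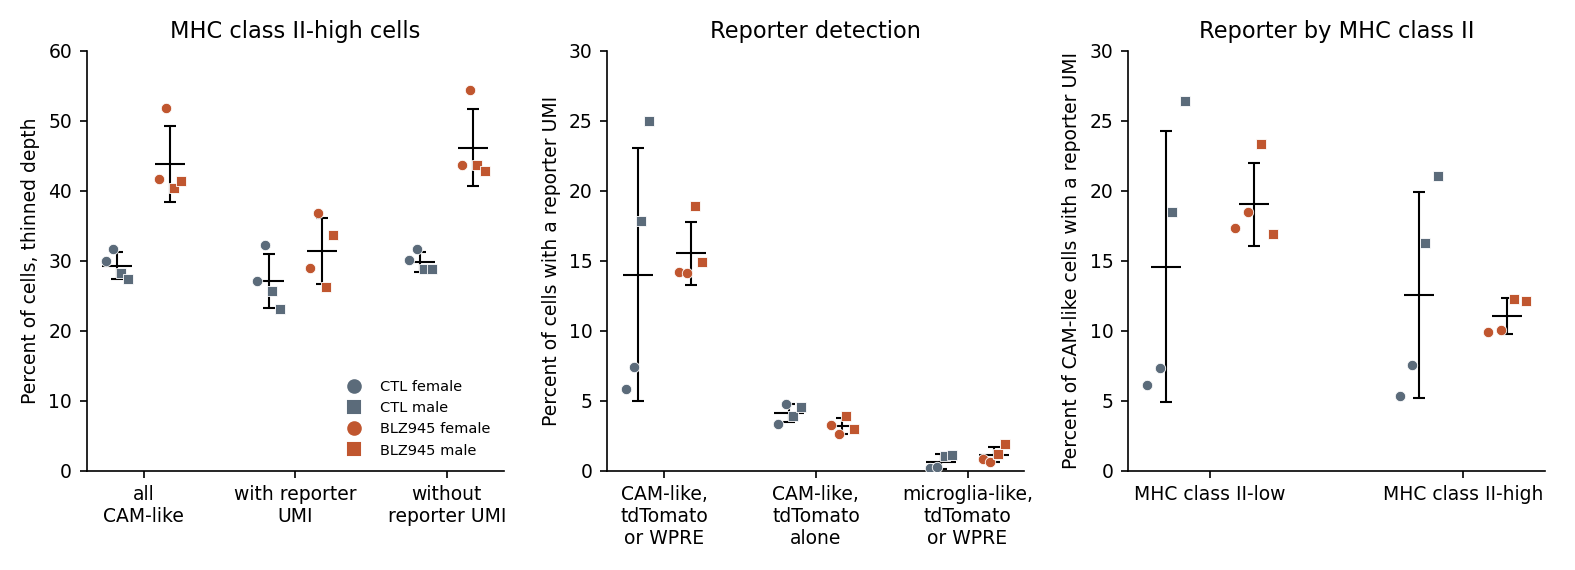
Percent of MHC class II-high cells, percent of cells with a reporter UMI, and the latter by MHC class II class, at 1000 UMIs per cell; points are mice, with mean and SD of 4 per group. MHC class II-high cells were 29.3% of CAM-like cells in CTL and 43.8% in BLZ945 mice.

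Within BLZ945 mice, CAM-like cells with a reporter UMI were set against those without one. Among the genes that rose were Cd4 (log2 1.15 ± 0.22, n = 4, adjusted p = 5.85e-05), the chemokine gene Ccl24 (0.91 ± 0.10), the phagocytic receptor genes Vsig4 (0.85) and Timd4 (0.73), and Cpne8 (0.97), Slc15a2 (0.86), Ptprk (0.83), Egfr (0.81), Spats2l (0.78) and Cfp (0.76). Lower were Ccr2, from 118 CPM in cells without to 40.2 CPM in cells with the mark (-1.58 ± 0.15, adjusted p = 6.00e-14), H2-Eb1 (-1.14 ± 0.06), H2-Aa (-1.07), Cd74 (-1.07), H2-Ab1 (-1.01), Cxcl14 (-1.40), Lsp1 (-1.35), Alcam (-1.23), Clec4b1 (-1.22) and Abi3 (-0.999). There were 126 genes higher and 182 lower of 8132 (308 calls, 1019 at an unadjusted p under 0.05, with 9.09% false calls on simulated counts), and 75 of the lower were among 98 ribosomal protein genes. The count was 154 without BLZ945 mouse M1, 117 when tdTomato alone marked cells, 205 in thinned cells, 112 with the reporter also read in thinned cells and 75 without the replicate block.

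Within CTL mice the same contrast gave 8 genes higher and 32 lower of 10050 (40 calls, 759 at an unadjusted p under 0.05), and on simulated counts 13.9% of the calls of this fit were false. The immediate early genes Egr1 (0.96 ± 0.19, adjusted p = 0.00490) and Ier3 (0.49), Gpr89 (0.66), Man2a1 (0.36), Vcam1 (0.28) and App (0.25) were among those higher. Ccr2 (-1.51 ± 0.19, adjusted p = 3.73e-07), Cxcl9 (-1.07), Acvrl1 (-0.997), Clec4b1 (-0.92), H2-Eb1 (-0.78), Cd74 (-0.76), H2-Ab1 (-0.73), F11r (-0.67), H2-Aa (-0.67) and H2-DMa (-0.54) were lower. Cxcl9 turned to 0.15 in thinned cells and to 1.12 with the reporter also read in them, and Vcam1 to -0.00288 with tdTomato alone. Both groups shared 26 calls, all in the same direction, 3 higher and 23 lower, where independent lists would share 0.124 and 0.650. The count was 22 and 15 without CTL mouse M1 or M2, and 85 within batch 2. It was 16 in thinned cells, 7 with the reporter also read in thinned cells, 16 with at least 2 reporter UMIs, 62 without the low-count filter, and 0 by edgeR without the replicate block (316 at an unadjusted p under 0.05).

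**Figure D5:**
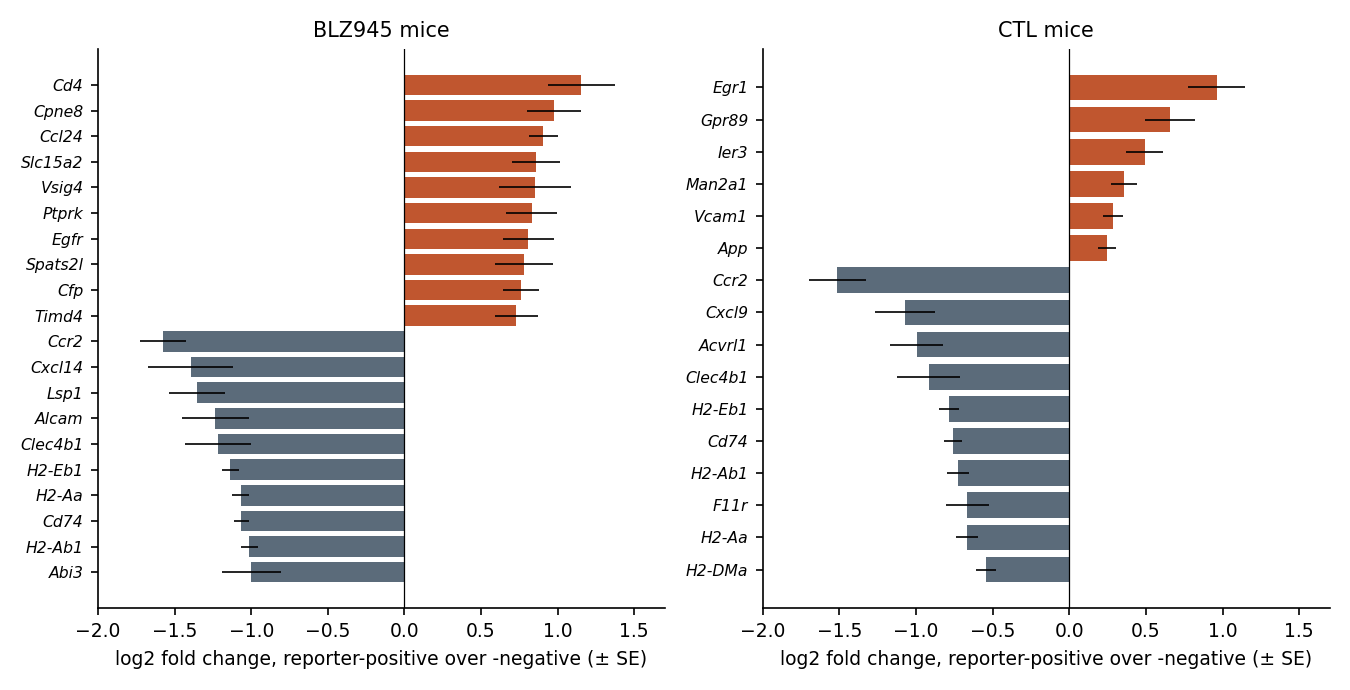
Log2 fold change between CAM-like cells with and without a reporter UMI (bars with SE, 4 mice) of genes named by the fixed rule in BLZ945 and CTL mice. Ccr2 had the largest fall in both, -1.58 and -1.51.

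The difference between these contrasts, added after seeing the data, was past the threshold for 88 of 9731 genes, higher in BLZ945 mice for 29 and lower for 59 (edgeR, 743 at an unadjusted p under 0.05). The contrast was higher in BLZ945 mice for the resident CAM genes Cd209f (0.72 ± 0.10, adjusted p = 5.59e-07), Ccl24 (0.79), Clec4n (0.65), Cd163 (0.45), C4b (0.50) and Lyve1 (0.37), and lower for H2-Aa (-0.41 ± 0.09) and the ribosomal protein gene Rps4x (-0.37). These genes were picked by p after their values were seen. Most of the lower genes coded for ribosomal proteins. H2-Eb1 (-0.36) and Cd74 (-0.31) were lower too. H2-Ab1 (-0.29, adjusted p = 0.157) and Ccr2 (-0.07 ± 0.28, adjusted p = 0.985) were not called. The balance of directions was not firm: without CTL mouse F1, M1 or M2 the count was 29 (17 higher and 12 lower), 24 (13 and 11) and 29 (22 and 7), and without BLZ945 mouse M1 or M2 it was 13 (9 and 4) and 36 (19 and 17). It was 35 within batch 2, 24 in thinned cells, 10 with the reporter also read in thinned cells (6 and 4), and 6 with tdTomato alone.

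Cells that carried the mark were compared between groups to ask whether marked CAM-like cells themselves had changed. Cd209a fell in them from 162 ± 14.5 to 15.4 ± 6.69 CPM (log2 -3.30 ± 0.20, n = 4, adjusted p = 3.46e-07). Nmt1 (1.18 ± 0.17, adjusted p = 0.00799), Ly9 (1.17), Btg1 (1.13), the splicing factor gene Rbm22 (0.93), the actin regulator gene Dstn (0.80), Dync1i2 (0.77) and Cdk8 (0.68) rose. All 7 of these were also called higher in microglia-like cells. Their rise is thus not particular to marked cells, and a library or batch effect common to both classes is not excluded. In all 7 genes were higher and 3 lower of 6941 (10 calls, 767 at an unadjusted p under 0.05), and the other 2 falls were a mitochondrial gene and a gene model. The count was 6 without CTL mouse F1 or F2 and 65 without M2, and 1, 5 and 3 without BLZ945 mouse F2, M1 or M2. It was 211 without the low-count filter, 2 with tdTomato alone and 1 with the reporter read in thinned cells. On simulated counts this fit recovered 23.4% of 1.5-fold and 70.3% of 2-fold changes.

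The response was also compared between the sexes. In CAM-like cells 247 of 11296 genes had a sex by treatment term past the threshold (92 higher and 155 lower in males), and in microglia-like cells 336 of 12350 (115 and 221), where the test was added after seeing the data. The strongest in CAM-like cells included the ribosomal protein gene Rpl35 (-2.63 ± 0.10), Gm10076 (-3.20), Mir6236 (-3.78) and the neutrophil gene S100a8 (-9.06 ± 0.42). Each sex and treatment was a single library, and CTL females alone were batch 1, so sex, library and batch cannot be told apart here. Without BLZ945 mouse F1 or F2 the CAM-like count was 161 and 144, and without the low-count filter 398.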

Values the study reported

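The study annotated 21,402 immune cells. It counted 648 differentially expressed genes in repopulated sdCAMs, and 3 in microglia. It gave the share of its cluster sdCAM2 as 40.07% of sdCAMs after repopulation and 21.18% in control mice, that of sdCAM1 as 32.83% and 39.90%, and that of sdCAM3 as 21.33% and 27.85%.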

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

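All tests of explanations in this part were chosen after the result was seen, except that of the distance between genes, and so were the reporter by treatment term and the sex by treatment term in microglia-like cells. Of 40 groups of 4 mice tested for a mouse apart from the others, 2 were found where 2 were expected by chance. BLZ945 mouse M1 had 46.0 CPM of tdTomato in CAM-like cells (30.4 to 31.4 in the other 3). BLZ945 mouse F2 had 51.9% MHC class II-high CAM-like cells (40.4% to 41.6% in the other 3). Differences between groups in an effect were past the threshold for 94 genes (treatment by class), 88 genes (treatment by reporter status), and 247 and 336 genes (treatment by sex in CAM-like and microglia-like cells).

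The mice were regrouped in all 35 splits of 4 against 4 to ask how often other groupings give as many calls. Of these, 18 held as many mice of each treatment on each side, and the other regroupings were partly aligned with treatment. Most splits also parted mice of a library, so a share of splits is not a p-value. The treatment was the only split (1 of 35) with as many calls in CAM-like cells (252, with 8 in the highest other), microglia-like cells (301 and 13), the class by treatment term (94 and 4), reporter-positive cells (10 and 7) and the reporter by treatment term (88 and 57). It was also the only one (1 of 35) with as small a p for the MHC class II list (3.59e-09, with 4.07e-08 in the lowest other) and the monocyte-associated list (1.07e-08 and 1.09e-06). As the study named some genes of both lists in part from these samples, that comparison favours the treatment in advance and excludes nothing. Of the other called lists, as small a p came up in 3 of 35 splits for integrins in CAM-like cells. In microglia-like cells it did in 9 for the type I interferon response (lowest other 5.24e-15), 9 for activated microglia, 5 for monocyte-associated and 8 for lipid handling genes. As many lists as the 3 called in CAM-like cells came up in 17 of 35 splits (highest other 7), and as many as the 4 in microglia-like cells in 9 of 35 (highest other 8), so the number of called lists was no more than such groups give. For the reporter contrasts within BLZ945 mice (308 calls, 9 in the highest other) and CTL mice (40 and 10) the 8 sign flips are too few for a share under 0.05, and the real one ranked 1 in both. No regrouping separates the treatment from the 4 libraries.

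The 74 genes that changed alike in CAM-like and microglia-like cells were 53 higher and 21 lower, among them Btg1, Nmt1 and Ly9. RNA of one class in the droplets of the other would give a far smaller CPM change in the receiving class, but the median ratio of the smaller to the larger change was 0.752 (lower quartile 0.554). The separate batch of the CTL female library could not be settled: within batch 2 the changes had a median of 0.744 of their size in microglia-like and 0.808 in CAM-like cells. All 74 kept their direction, which is no check, as the mice of batch 2 had also served to pick them. Few inherited chromosome segments stay open too, as 16 pairs of these genes lay within 5 Mb of each other (median 13 in random lists of genes, permutation test, p = 0.305). A library effect common to both classes is not excluded, since balanced splits gave a covariance of up to 0.0613 against 0.0514 for the treatment.

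The level of the 4 MHC class II genes in CAM-like cells rose from 13410 ± 1341 to 21929 ± 5036 CPM (SD, n = 4; exact permutation test, p = 0.0286). Free MHC class II RNA in the droplets was not the cause, as the difference in microglia-like cells was 0.0295 of that in CAM-like cells (0.00941 to 0.0478 with each mouse left out). A change in sub-cluster shares alone gave 50.5% of the difference (42.9% to 62.8% with each mouse left out, 44.2% to 59.7% over 20 other clustering seeds), or 4304 of 8519 CPM, and changed levels at fixed shares gave 3766 CPM. Neither part was small enough to drop, so the weight of more cells in the Ccr2 sub-cluster against changes inside sub-clusters stays open. The sub-clusters were made without MHC class II genes. The part at fixed shares can thus be more MHC class II-high cells inside sub-clusters or higher levels within cells. In the MHC class II-high cluster alone Cd74 did not rise (log2 -0.00214 ± 0.10).

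The reporter contrast differed between BLZ945 and CTL mice for 88 genes, 29 higher and 59 lower in BLZ945 mice. Cd209f and Ccl24 were among the higher, and most of the lower were ribosomal protein genes. The low WPRE yield of the batch 1 library was not the whole cause, as effects within batch 2 had a median of 1.01 of their size (lower quartile 0.942). All 88 genes kept their direction, which is no check, as the mice of batch 2 had also served to pick them. Deeper cells among those with a reporter UMI stay open: with the reporter read in cells thinned to 1 depth, effects had a median of 0.789 (lower quartile 0.617) of those with as many positive cells kept at random, and 87 of 88 genes kept their direction. Whether CAM-like cells of BLZ945 mice without a reporter UMI came from another source, from cells that tamoxifen had missed or were marked cells with a missed transcript stays open in these data. In CTL mice only 26.4% of CAM-like cells held a reporter UMI without thinning. The study took up the source with other methods. It reported labelled sdCAMs after depletion in Cxcr4-CreERT2 and Ccr2-CreERT2 mice, and less labelling of renewed ones in Mrc1-CreERT2 mice.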

How the results depend on the processing

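The alternatives chosen after the results were seen were cells with their own oligo, low-UMI clusters, the MHC class II-high cluster left out or alone, 20 other seeds of the sub-clustering, tdTomato alone, the reporter read in thinned cells, batch 2 alone for results other than the comparisons of each class, and those of the reporter by treatment term. Over named genes, shares and lists 2119 values were computed, of which 1704 stayed the same, 399 were weaker, 9 stronger and 7 reversed.

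Calls in CAM-like cells numbered 252, with 105 to 530 when each mouse was left out (115 without CTL F1, 139 without F2, 187 without M1, 530 without M2; 130, 105, 119 and 125 without BLZ945 F1, F2, M1 and M2). They numbered 957 without the low-count filter, 144 within batch 2, 1 with the library as the unit, 110 without the MHC class II-high cluster and 31 in that cluster alone. With the sex of the library as a replicate block the count was 589, and with the mouse label as a replicate block 326. The labels F1 to M2 share only a number, as correlations between mice of the same label were -0.0526 to 0.0637. CTL mice of 1 library did correlate, F1 with F2 at 0.149 in CAM-like and 0.280 in microglia-like cells, and M1 with M2 at 0.152 and 0.104, so library mates are not fully independent replicates. Calls in microglia-like cells numbered 301, with 26 to 671 when each mouse was left out (83 without CTL F1, 100 without F2, 671 without M2; 133, 26, 140 and 141 without BLZ945 F1, F2, M1 and M2). They numbered 1134 without the low-count filter, 94 within batch 2, 119 with batch as a covariate, 161 in thinned cells, 186 with cells matched in number, 0 with the library as the unit, 825 with the sex of the library as a block and 461 with the mouse label as a block.

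The class by treatment term gave 94 calls, 46 to 130 with each mouse left out (46 without CTL M1, 49 without BLZ945 F2, 56 without BLZ945 M2), 186 without the filter, 41 in thinned cells and 52 with equal numbers of cells. Reporter-positive cells gave 10 calls, 1 to 65 with each mouse left out (6 without CTL F1 or F2, 65 without CTL M2; 1, 5 and 3 without BLZ945 F2, M1 and M2), 211 without the filter, 2 with tdTomato alone and 1 with the reporter read in thinned cells. The reporter contrast gave 308 calls in BLZ945 mice, 154 to 335 with each mouse left out (154 without M1), 205 in thinned cells, 112 with the reporter also read in them, 117 with tdTomato alone and 75 without the replicate block. In CTL mice it gave 40 calls, 15 to 50 with each mouse left out (22 without M1, 15 without M2), 16 with at least 2 reporter UMIs, 16 in thinned cells, 7 with the reporter also read in them, 62 without the filter, 85 within batch 2, and 0 without the replicate block by edgeR (316 at an unadjusted p under 0.05). The reporter by treatment term gave 88 calls, 13 to 122 with each mouse left out (29, 24 and 29 without CTL F1, M1 and M2; 13 and 36 without BLZ945 M1 and M2), 35 within batch 2, 6 with tdTomato alone, 24 in thinned cells and 10 with the reporter also read in them. The sex by treatment term gave 247 calls in CAM-like cells, 144 to 273 with each mouse left out (161 without BLZ945 F1, 144 without F2) and 398 without the filter.

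The values that reversed were Ccr2 at -0.26 without the MHC class II-high cluster, and Egfl7 at 0.0465, Cd74 at -0.00214 and Clec12a at -0.0672 in that cluster alone. In the CTL reporter contrast Vcam1 was -0.00288 with tdTomato alone and Cxcl9 was 0.15 in thinned cells and 1.12 with the reporter also read in them. The cause was not tested.

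The difference in MHC class II-high share was 14.5 percentage points, 11.8 to 15.7 with each mouse left out and 16.03 within batch 2. The share of the Ccr2 sub-cluster differed by 9.15 points (exact permutation test, n = 4, p = 0.0857), 7.30 to 11.9 with each mouse left out, 7.81 without the called genes and 6.73 within batch 2. At resolution 0.5 a sub-cluster led by H2-Eb1 differed by 5.12 points and one with Ccr2 among its leading genes by 4.14 (exact permutation tests, n = 4, p = 0.171 and 0.0286). The p of the Ccr2 sub-cluster was 0.0286, the smallest possible by this exact test, with no integration (16.002), with MHC class II genes kept (12.5) and with 16 of 20 other seeds (9.01 to 10.3 over all 20), so its p rests on the partition of the cells of CTL mouse M2. Reporter detection by MHC class II class differed by -4.99 points, -5.73 to -4.12 with each mouse left out and -1.12 with tdTomato alone. The group difference in reporter detection was 1.52 points, -1.20 to 5.16 with each mouse left out. Class shares differed by -9.56 points for CAM-like cells (-14.5 to -4.57) and 2.39 points for microglia-like cells (-5.44 to 7.88). Called lists in CAM-like cells numbered 3, 3 to 5 with each mouse left out, 5 within batch 2 and 0 with an estimated correlation. In microglia-like cells they numbered 4, 2 to 6 with each mouse left out, 2 within batch 2, and 0 with an estimated correlation or fry.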

Other observations

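The tests in this part that were chosen after the result was seen are those of cells outside the 2 main classes and of the gene families. A cluster of 752 cells without a class name expressed Slamf7, Clec4b1, Ccr2 and MHC class II genes together with Cd209a, a lectin also found on dendritic cells, and had a median of 3468.5 UMIs. Its cells held a reporter UMI in 4.02% of CTL and 4.49% of BLZ945 cells at 1000 UMIs, between the background in microglia-like cells and the share in CAM-like cells. In CAM-like cells the summed dendritic cell markers fell from 576 to 341 CPM, led by Cd209a, while the other 4 measured markers of that list were not called. A cluster with markers of both CAMs and microglia held 43 CTL cells and 1 BLZ945 cell. Its cells had a median of 4809 UMIs, at a median ratio of 1.94 to the medians of their own mice. Whether they were doublets that passed the filter was not tested.

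In CAM-like cells Hes1 rose from 2.80 to 10.2 CPM (log2 1.92 ± 0.31, n = 4, adjusted p = 0.00875), below the level at which the fixed rule names genes. Of ribosomal protein genes 3 of 113 were higher in CAM-like cells and 1 of 115 was lower in microglia-like cells, and in the reporter contrast of CTL mice 1 of 118 was lower. The counts of differentially expressed genes quoted from the study rest on single cells and another adjustment, and its cluster shares on other cells, so neither is set against the counts and shares here.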
